A study of Homo sapiens with 4 samples.

How the data were processed

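Mature miRNAs were measured by small-RNA sequencing in 4 libraries of HCT116, a human colorectal carcinoma cell line with functional p53. The cells carried a doxycycline-inducible short hairpin RNA (shRNA) against SAE2, the product of the UBA2 gene, which together with SAE1 activates SUMO for its attachment to proteins. Per the labels' protocols, doxycycline was given for 3 days, total RNA that included small RNA was isolated with a column kit, and libraries were made with an Illumina small-RNA kit modified by random bases at the 5' adaptor.

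The series has 2 cell lines with independent shRNAs, sh1 and sh2, and the labels mark each library as minus or plus, read here as without and with doxycycline. The same doxycycline protocol is given for every library, minus included, so this reading rests on the words minus and plus alone. The groups were 2 minus libraries (replicate 1, sh1; replicate 2, sh2) and 2 plus libraries. Plus replicate 2 is labelled sh2, and the label of plus replicate 1 gives no shRNA number. It was read as the sh1 line by elimination, and only in the analyses by line and in the fit with the line as a block. The column names of the table write sh4 where the sample titles write sh2, and columns were matched to samples by the library number and index that both carry. A library of doxycycline-treated cells without an SAE2 shRNA was not analysed here, so effects of doxycycline itself are part of every difference reported. SAE2 mRNA is not measured by miRNA libraries, so the depth of the knockdown was not checked.

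The deposited values are a signal per mature miRNA, read counts adjusted by the submitters to a common library size. This reading comes from the values, whose low entries lie near whole multiples of a library-specific step. Reads were trimmed with cutadapt per the sample titles. TopHat2 2.0.8b, edgeR, hg19 and GRCh37 are named in the submitters' processing notes, without a role or order. The read counter and the miRNA annotation are not given in the sources used here. The table has 1345 miRNA rows. In 307 rows all 4 values equal those of another row, as can happen for copies with the same mature sequence. Of the rows tested, 14 were of this kind, and these names cannot be told from each other. The others had a mean below 10 over the 4 libraries, where rows with the same few reads can also coincide.

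The worth of 1 read was estimated from the low values as 1.008 and 0.9445 in minus replicates 1 and 2, and 1.028 and 1.021 in plus replicates 1 and 2. Of the values under 60, between 86.9% and 100% per library lay within 0.1 of a whole number of such steps. Because whole reads were not recovered for nearly all values in every library, no count model was run. The step gave 9769397 and 10270463 estimated reads in minus replicates 1 and 2, and 9566013 and 10302819 in plus replicates 1 and 2. For low miRNAs, reads rounded from the step were summed per group and the plus to minus ratio was given with a 95% exact binomial (Clopper-Pearson) interval scaled by the estimated depths. Reads are not independent molecules, so these intervals and the floor of 3 reads cover counting error only.

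Libraries of a group were compared before they were averaged. Chi-square per degree of freedom of the estimated reads was 19.9 between the minus libraries and 67.1 between the plus libraries, so neither pair was a library deposited in duplicate. The libraries of a group come from separate cell lines, and with 1 library per line and condition p-values measure the spread between these 2 lines.

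The test was limma 3.58.1 in R 4.3.3 on log2(value + 1) with a mean-variance trend, plus against minus over all 4 libraries, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 709 miRNAs with a mean of at least 10 over the 4 libraries were tested. A fold change is on the log2(value + 1) scale, which understates the change of low miRNAs. For each miRNA the reported fit had 2 residual degrees of freedom and borrowed the spread of other miRNAs as 43.0 prior degrees of freedom. An exact permutation test of 2 against 2 libraries cannot give a p under 0.333, and it was given for the miR-34 family only.

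The fit was tested on simulated data with the levels of the 709 miRNAs, of which 200 were changed, in 20 draws. The dispersion varied between miRNAs around the mean measured at a level above 1000. At a mean of at least 1000 the standard deviation of the log2 ratio between 2 libraries of a condition was 0.157 in the simulated minus and 0.161 in the simulated plus libraries, against 0.133 and 0.168 measured. At a mean of at least 100 it was 0.185 and 0.191, against 0.182 and 0.216, so the plus libraries vary more than simulated. The fit recovered 57.9%, 84.8% and 97.3% of the changes of 1.5-, 2- and 4-fold, and 2.25% of its calls were false. These rates hold for data with the simulated spread only, and the share of false calls in the measured data was not estimated.

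Before the data were examined, 20 lists of miRNAs, the alternatives and the rule for names were fixed. The rule takes the miR-34 and miR-449 families, the 5 most abundant miRNAs, the 12 rises and 12 falls with the largest fitted change past the threshold, and 2 to 4 members of each list with the highest mean. Other names given were chosen after their values were seen. Lists with at least 3 tested members, 18 of the 20, were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 18 lists. Genome neighbours and hairpin GC content were taken from the GENCODE release 29 annotation of GRCh38, which is not the build named in the processing notes, so it was used for names, sequence composition and neighbourhood only. A hairpin was found for 1315 of the 1345 rows and for 697 of the 709 tested.

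The shared line is the basis for pairing the libraries, for sh2 by its label and for sh1 by elimination. The correlation across miRNAs of the deviations of minus replicate 1 and plus replicate 1 from their group means was 0.06, and the fit with the line as a block was an alternative. The other alternatives were pseudocounts of 0.5 and 5, no filter on level, a minimum mean of 100, median-ratio, equal-total and quantile scaling, no mean-variance trend, and each library left out. A removed GC trend, precision weights (vooma), identical rows left out, and the block together with the removed GC trend were added after seeing the data. DESeq2, foreseen for a count file, was not run. Figures were drawn with matplotlib 3.10.9, and tables were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.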

Results

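Mature miRNAs were profiled in 4 small-RNA libraries of HCT116 colorectal carcinoma cells in which an shRNA against SAE2, the catalytic component of the enzyme that activates SUMO, could be switched on with doxycycline. Each of 2 shRNA lines was read as giving 1 library without induction (minus) and 1 with induction (plus), with plus replicate 1 placed in the sh1 line by elimination. Normalised read counts summed to 9847531 and 9700472 in minus replicates 1 and 2 and to 9833885 and 10519207 in plus replicates 1 and 2. Between 1133 and 1180 of the 1345 miRNAs in the table were above 0.5 in a library. miR-21-5p alone made up 19.9% to 21.7% of each total. The floor of 3 reads lay between 2.83 and 3.08 normalised counts.

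The series title names miR-34b and miR-34c, members of a family of p53-induced miRNAs, and the first comparison was of this family. miR-34c-5p rose 3.38-fold, from 195 ± 22.3 normalised counts in the minus libraries to 658 ± 10.9 in the plus libraries (SD, n = 2 each). Its log2 change was 1.76 with a standard error of 0.14 (limma, adjusted p = 8.35e-14). miR-34a-5p, the family member with the highest level, rose 1.70-fold from 11381 ± 9.30 to 19338 ± 136 (SD, n = 2, limma adjusted p = 6.02e-10). Its partner strand miR-34a-3p went from 42.5 ± 6.89 to 67.6 ± 1.153 (SD, n = 2, limma adjusted p = 0.0440), a call that did not stand with any of the 4 libraries left out.

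Both strands of miR-34b and the minor strand of miR-34c lay below the level needed for the test. miR-34b-3p stood at 0.94 ± 0.113 in the minus and 11.2 ± 1.47 in the plus libraries (SD, n = 2). This corresponds to about 2 against 22 reads, a ratio of 11.1 with a 95% counting interval of 2.73 to 97.3. miR-34b-5p had about 2 against 11 reads, a ratio of 5.55 (1.21 to 51.5), and miR-34c-3p about 3 against 15, a ratio of 5.04 (1.43 to 27.2). When all rows were tested without a level filter, these 3 strands had limma adjusted p-values of 0.0774, 0.202 and 0.177. For each miR-34 strand the plus libraries lay on the same side of both minus libraries, and the exact two-sided permutation p was 0.333, the smallest that 2 against 2 libraries can give. No strand of the related miR-449 family, which shares the miR-34 seed, passed as a rise. Below the level needed for the test, miR-449c-3p had about 17 reads in the minus against 2 in the plus libraries, a ratio of 0.119 (0.0133 to 0.4999), and miR-449b-3p about 8 against 2, a ratio of 0.252 (0.0261 to 1.26). miR-449c-5p fell from 491 ± 0.361 to 360.3 ± 5.25 (SD, n = 2, limma adjusted p = 0.0101), a call lost under quantile normalization and with any of the 4 libraries left out. miR-449a had a log2 change of −0.30 (adjusted p = 0.115) and miR-449b-5p of 0.04 (adjusted p = 0.911). Over the list of the miR-34 and miR-449 families, 3 of 6 tested strands rose and 1 fell, with the same counts adjusted over the list alone. The camera test of the list had an adjusted p of 0.128, which became 0.0490 under median-ratio scaling and 0.0409 without minus replicate 1. The fry adjusted p was 0.147, and the adjusted p with an estimated correlation 0.605.

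**Figure D1:**
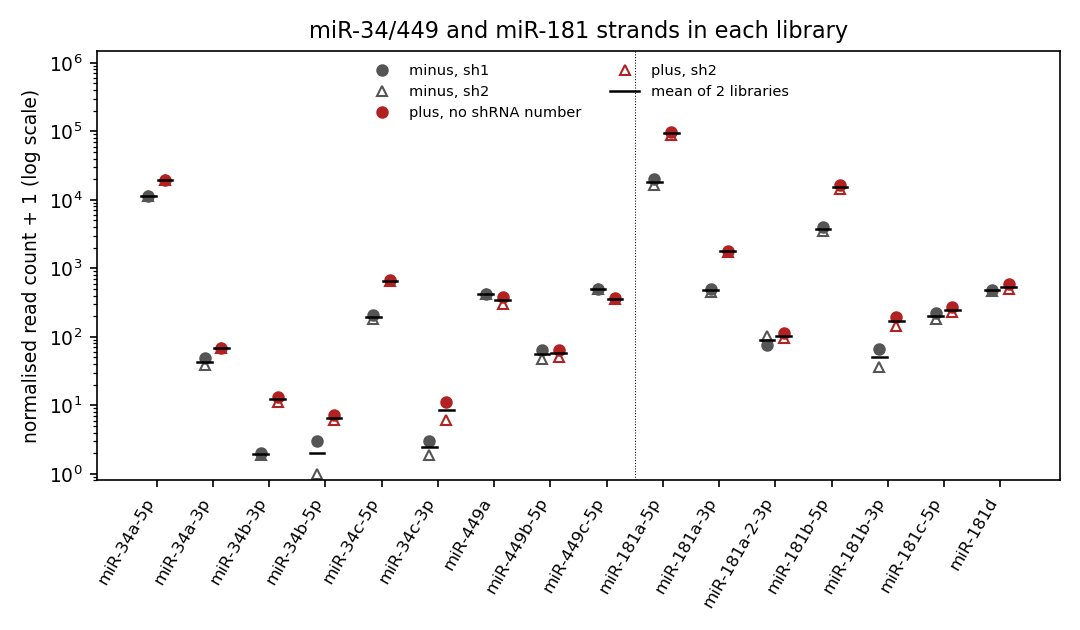
Normalised read count plus 1, on a log scale, of miR-34, miR-449 and miR-181 strands in each of the 4 libraries, with horizontal bars for the mean of the 2 libraries of a condition. The plus libraries (red) lie above the minus libraries (grey) for miR-34c-5p, at 658 against 195, and for miR-181a-5p, at 92999.6 against 18462, and not for miR-181a-2-3p.

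Across the whole profile, the second comparison asked which miRNAs changed with induction. Of 709 miRNAs tested, 95 rose and 107 fell, which was 28.5%, and 507 did not pass. The balance of directions turned with the scaling, with 109 up and 90 down under median-ratio scaling and 68 up and 107 down with equal totals. The changes were mostly small, with 17 rises and 10 falls of at least 2-fold. The rises of miR-181a and miR-181b stood out by level and size. miR-181a-5p rose 5.05-fold from 18462 ± 2649 to 92999.6 ± 8338 and miR-181b-5p rose 4.11-fold from 3758 ± 392.3 to 15435.5 ± 1461 (SD, n = 2 each, limma adjusted p = 2.89e-26 and 2.29e-23). Their partner strands rose as well, miR-181a-3p from 480 ± 37.4 to 1775 ± 45.7 and miR-181b-3p from 50.6 ± 21.2 to 168 ± 36.9 (SD, n = 2 each, limma adjusted p = 3.23e-18 and 8.61e-08).

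Among the other large rises, several began near the floor. miR-549 went from 4.80 ± 1.83 to 95.1 ± 21.2 (SD, n = 2), about 10 against 186 reads and a ratio of 18.8 (95% counting interval 9.98 to 39.8). miR-1298 rose from 1.38 ± 0.488 to 30.6 ± 17.1 (SD, n = 2), about 3 against 60 reads and a ratio of 20.2 (6.58 to 101). miR-4424 rose from 2.43 ± 2.30 to 22.5 ± 5.83 (SD, n = 2), about 5 against 44 reads and a ratio of 8.88 (3.53 to 28.7). Its log2 change of 2.94 was 3.68 without minus replicate 1 and 2.19 without minus replicate 2. Over the 12 alternatives with all libraries in which miR-4424 was tested, it ranged from 1.91 to 3.22. miR-302b-3p, a stem cell miRNA, rose from 4.33 ± 0.396 to 18.9 ± 10.8 (SD, n = 2), and its log2 change of 1.79 was 1.201 without plus replicate 1 and 2.37 without plus replicate 2. miR-4488 rose with a log2 change of 1.64 from 5.76 ± 2.42 (SD, n = 2). Above the floor, miR-3614-5p rose with a log2 change of 1.58 from 12.0 ± 4.16 to 37.85 ± 11.7 (SD, n = 2 each). miR-4284 rose with a log2 change of 1.68 from 77.9 ± 1.05 to 271 ± 141 (SD, n = 2 each). With 1 library left out, the log2 change ranged from 1.25 to 1.91 for miR-3614-5p and from 1.13 to 2.24 for miR-4284. The calls of miR-302b-3p, miR-4284, miR-4488 and miR-3614-5p were lost under quantile normalization.

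The 12 largest falls were in miRNAs with means of up to 385 normalised counts in the minus libraries. Of the 12 names with the largest falls, 6 belong to the primate-specific miR-548 family, with log2 changes of −1.98 for miR-548ar-5p, −1.80 for miR-548h-3p, −1.13 for miR-548b-3p, −1.04 for miR-548ah-3p and −0.99 for miR-548i. miR-548z has the same values as miR-548h-3p in all 4 libraries. miR-33a-5p, which lies within the sterol regulator gene SREBF2, fell from 385 ± 89.9 to 194 ± 29.9 (SD, n = 2, limma adjusted p = 7.33e-06). miR-16-1-3p fell by 1.11 on the log2 scale, miR-3942-3p by 1.09, miR-610 by 1.05, miR-4671-5p by 1.69 and miR-4787-5p by 1.37. miR-548ar-5p, miR-548ah-3p, miR-16-1-3p, miR-4671-5p and miR-4787-5p lost their calls under quantile normalization. Their log2 changes over the 3 other scalings ranged from −2.21 to −1.94, −1.10 to −0.97, −1.16 to −1.05, −1.80 to −1.66 and −1.48 to −1.34, in that order. Of the 5 most abundant miRNAs, miR-7-5p fell (log2 change −0.35, limma adjusted p = 0.00134), miR-100-5p was at −0.25 and miR-221-3p at 0.22 with adjusted p-values of 0.0427 and 0.0438, both lost under other scalings. miR-21-5p and miR-31-5p did not pass, with log2 changes of 0.13 and 0.10.

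These calls rest on a pooled estimate of spread from 2 libraries per condition, and their number fell to 7 without plus replicate 1, 8 without plus replicate 2, 95 without minus replicate 1 and 115 without minus replicate 2, and to 5 with no level filter or no mean-variance trend and 103 after quantile normalization. miR-181a-5p, miR-181a-3p, miR-181b-5p and miR-34c-5p were called in each of these and in each other alternative, 17 in all, while miR-34a-5p missed the threshold in the fit without a trend (limma adjusted p = 0.0702, from 2.39e-21 to 0.0702 over the 13 alternatives with all libraries).

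Grouped by lists fixed in advance, the miR-181 family had 4 of 8 tested strands risen (also 4 adjusted over the list alone), with log2 changes from 1.76 to 2.34. The list median of 1.02 lay between these and the 4 strands that did not pass, and it was 1.76 at a minimum mean of 100. miR-181a-2-3p, both strands of miR-181c and miR-181d did not pass, with miR-181d at a log2 change of 0.18. The list was past the threshold with camera (adjusted p = 1.71e-07) and fry (adjusted p = 0.0480), and not with an estimated correlation (adjusted p = 0.404). Among the MYC-responsive miR-17-92 cluster and its paralogs, 10 of 20 strands fell and the other 10 did not pass (11 fell adjusted over the list alone). miR-20a-5p went from 74094 ± 2676 to 57638.5 ± 6124 and miR-17-5p from 44146 ± 2007 to 34416 ± 1387 (SD, n = 2 each, limma adjusted p = 0.000739 and 0.000687). miR-93-5p had a log2 change of −0.22 that lost its call under median-ratio scaling, and miR-92a-3p did not pass, at −0.03, though it did under quantile normalization, at −0.14. The camera adjusted p was 0.00113, the fry adjusted p 0.0304, and the adjusted p with an estimated correlation 0.404.

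Of the miRNAs raised by stress, inflammation or hypoxia, 7 of 14 strands rose and the other 7 did not pass, with the same count adjusted over the list alone. The risers were both strands of miR-22, of which miR-22-3p went from 26546 ± 1061 to 42110.5 ± 6703 (SD, n = 2, limma adjusted p = 9.63e-08), with miR-146b-5p at a log2 change of 0.44, and, chosen after their values were seen, miR-146a-5p at 0.99, miR-132-3p at 0.68 and both strands of miR-212. The hypoxia miRNA miR-210 was not among them. The camera adjusted p was 0.00154, the fry adjusted p 0.0280, and the adjusted p with an estimated correlation 0.404. miR-22-3p and miR-146b-5p lost their calls under quantile normalization. The plus libraries differed for miR-146b-5p, at 9157.1 and 12775.2 in replicates 1 and 2. Its log2 change ranged from 0.20 to 0.68 with 1 library left out.

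In the cluster of miR-183, miR-96 and miR-182, linked to epithelia and colorectal cancer, 3 of 5 strands rose (also 3 adjusted over the list alone). miR-182-5p rose 1.54-fold from 64669 ± 2424 to 99853 ± 1661 (SD, n = 2, limma adjusted p = 4.48e-08), miR-96-5p 1.43-fold and miR-183-5p 1.24-fold, the last lost under quantile normalization. The camera adjusted p was 0.0143 and was 0.203 without minus replicate 1, 0.0694 without minus replicate 2, 0.0612 without plus replicate 1 and 0.0582 at a minimum mean of 100. The fry adjusted p was 0.0581, and the adjusted p with an estimated correlation 0.443.

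The p53-responsive miRNAs outside the miR-34 family did not move in one direction as a group, with 5 of 21 strands risen, 6 fallen and the same counts adjusted over the list alone (camera adjusted p = 0.601). In fry's test of change in either direction the list was past the threshold (adjusted p = 0.00995), as were 15 of the 18 lists. miR-145-5p fell with a log2 change of −0.29, a call lost under quantile normalization, while miR-29a-3p at 0.03, miR-200c-3p at 0.13 and miR-16-5p at 0.07 did not pass. miR-29a-3p became a called fall under quantile normalization, at −0.15, where values are set by rank. The risers, chosen after their values were seen, were miR-192-5p at 0.78, miR-194-5p at 0.72, miR-215 at 0.71, miR-107 at 0.31 and miR-143-3p at 0.29, the last lost under 2 other scalings. miR-16-1-3p, miR-145-3p and miR-29a-5p, minor strands of miRNAs named here, fell as well, at −1.11, −0.36 and −0.37. Not all of the 6 falls are named. Minor and main strands count alike in these numbers, so they do not describe the main strands alone.

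The remaining epithelial and widely expressed families did not pass as lists. In the miR-200 family 3 of 9 strands rose (4 adjusted over the list alone, camera adjusted p = 0.168), among them miR-200b-3p at 0.28 and miR-200a-3p at 0.26, the latter lost under 2 other scalings. In the miR-23/27/24 clusters 3 of 11 rose and 1 fell (4 and 1 adjusted over the list alone, camera adjusted p = 0.222), with miR-23a-3p at 0.50, miR-27a-3p at 0.51 and miR-24-3p at 0.27, each lost under quantile normalization, while miR-27b-3p of the paralog cluster was at −0.03 and did not pass. miR-24-3p also lost its call with equal totals, and its log2 change ranged from 0.095 to 0.44 with 1 library left out. In the miR-30 family 4 of 11 rose and 1 fell (the same adjusted over the list alone, camera adjusted p = 0.272), including miR-30c-5p at 0.42 and miR-30d-5p at 0.28, the latter lost under quantile normalization. In the let-7 family 3 of 18 fell (3 adjusted over the list alone, camera adjusted p = 0.601), of which let-7i-5p at −0.26 lost its call under median-ratio scaling. The miR-15/16 family had 1 fall among 11, miR-16-1-3p (1 adjusted over the list alone, camera adjusted p = 0.222), and miR-221-3p and miR-222-3p were the 2 rises among the 4 strands of their cluster (2 adjusted over the list alone, camera adjusted p = 0.601), both lost under 2 other scalings.

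Markers of other cell types gave no common direction. The blood list had 4 tested strands, with miR-486-5p at a log2 change of 0.05, miR-451a at 0.04, miR-142-3p at −0.51 and miR-142-5p at −0.09, and none passed over all miRNAs or adjusted over the list alone (camera adjusted p = 0.835). Of 11 stroma and endothelium strands 4 rose and 2 fell (4 and 4 adjusted over the list alone, camera adjusted p = 0.852), with miR-145-5p at −0.29 and miR-126-3p at −0.13, the latter not past. The other fall, chosen after its value was seen like the rises named here, was miR-145-3p at −0.36. The rises were miR-199a-3p and miR-199b-3p, both at 0.46 with identical values in each library and so 1 signal under 2 names, miR-199b-5p at 0.34 and miR-143-3p at 0.29. Of 6 muscle, liver and neuron strands 2 rose, miR-9-5p at 0.44 and miR-9-3p at 0.37 (3 adjusted over the list alone, camera adjusted p = 0.222). The 14q32 imprinted cluster had 2 rises among 26 strands, miR-409-3p at 0.91 and miR-655 at 0.80, both named after their values were seen (1 adjusted over the list alone, camera adjusted p = 0.140, and 0.0226 without plus replicate 2), with a fry adjusted p of 0.182 and an adjusted p of 0.605 with an estimated correlation, and miR-411-5p at 0.37 and miR-379-5p at 0.36 did not pass. Among miRNA names that map to other abundant RNAs 3 of 10 rose (3 adjusted over the list alone, camera adjusted p = 0.222), namely miR-4461 at 1.07, miR-1246 at 0.75 and miR-1248 at 1.01. Among miRNAs made without the Microprocessor complex 2 of 11 fell (2 adjusted over the list alone, camera adjusted p = 0.370), namely miR-320a at −0.25 and miR-484 at −0.26, both lost under median-ratio scaling. Of the pluripotency clusters only miR-302b-3p reached the level filter, and no member of the Xq27 cluster did.

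**Figure D2:**
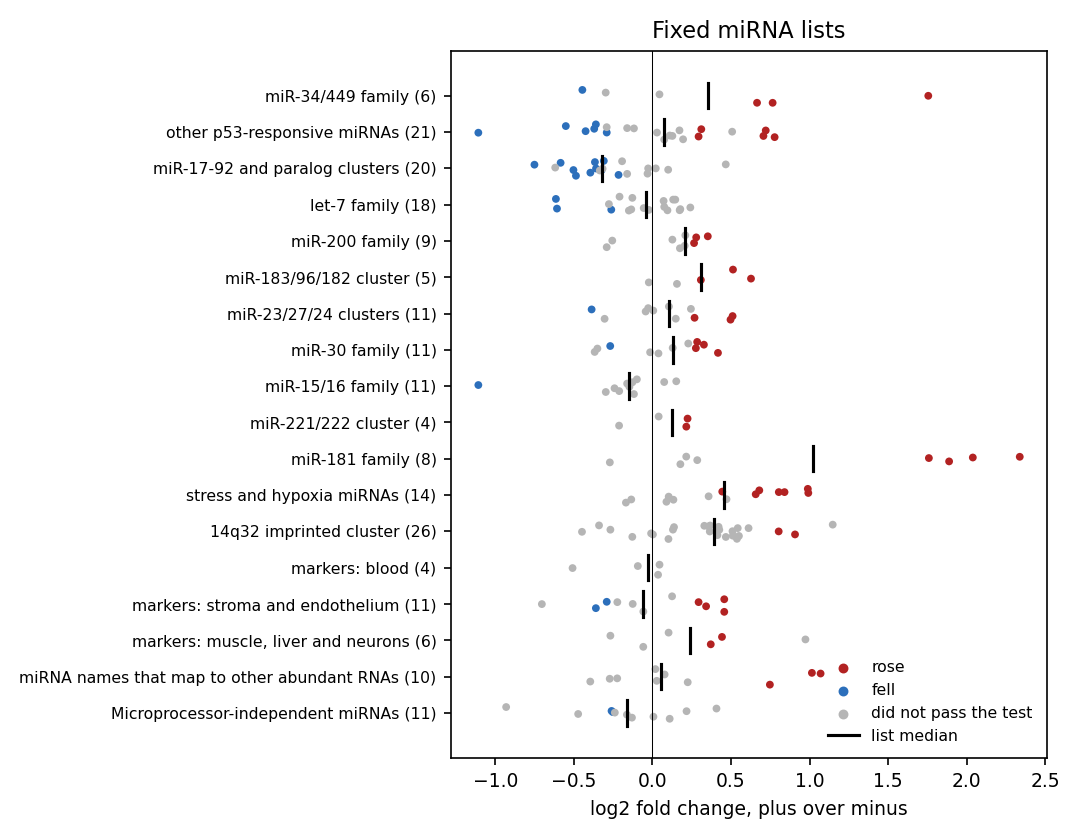
Log2 fold change, plus over minus, of the tested strands of the 18 lists with at least 3 tested members (number in parentheses), with strands that rose in red, fell in blue and did not pass in grey, and a bar at the list median. The median lies at 1.02 for the miR-181 family, 0.46 for the stress and hypoxia list and −0.32 for the miR-17-92 list.

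The design uses independent shRNAs to set shRNA-specific effects apart, so the change was also taken within each line, where 1 library per condition allows no test. Of the 95 risers, 94 were higher with induction in both lines, the exception being miR-143-3p, and the 107 fallers were lower in both. These calls were made from the same 4 libraries, so this count is largely fixed by the selection and is no independent check between the shRNAs. Across all 709 miRNAs the log2 changes of the lines had a Pearson correlation of 0.66 and a Spearman correlation of 0.60, and 73.2% shared a sign. These are descriptions across miRNAs, which are not independent replicates. Over the 386 miRNAs with a mean of at least 100, the Pearson correlation was 0.84. In these miRNAs the standard deviation of the log2 ratio was 0.18 between the minus libraries and 0.22 between the plus libraries, against 0.48 and 0.42 for the change with induction in the sh1 and sh2 lines. Changes of over 2-fold numbered 15 in the sh1 line, 9 in the sh2 line and 6 in both, and there was no such difference between the minus libraries. Such differences were not counted between the plus libraries, where miR-4284 differed by over 2-fold (370.75 and 171.62 in plus replicates 1 and 2). The first principal component, with 69.6% of the variance, separated plus from minus libraries, and the second, with 17.0%, mainly the plus libraries from each other. The plus libraries lay both above or both below the minus libraries for 62.9% of miRNAs, where chance gives 33.3%. The reading of plus replicate 1 as the sh1 line enters the values by line and the paired fit. With the line as a block, 216 miRNAs passed, 103 up and 113 down, of which 200 were among the 202 calls of the reported fit. Among the 93 named miRNAs, miR-4787-5p was no longer past the threshold (limma adjusted p = 0.0527) and miR-429 was newly past it (limma adjusted p = 0.0288).

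**Figure D3:**
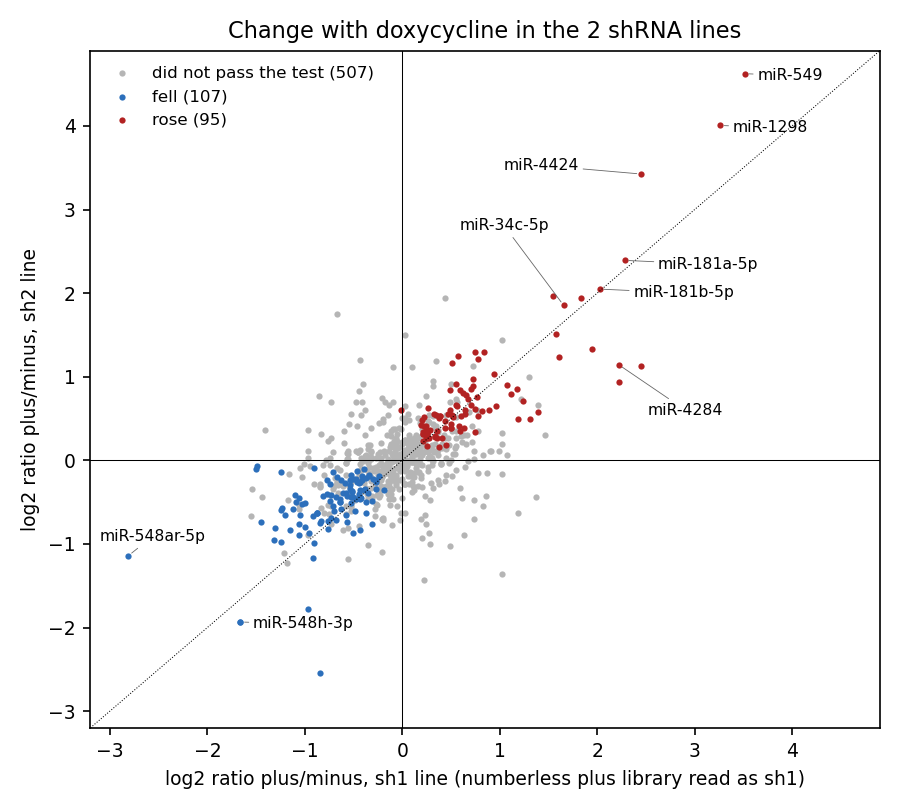
Log2 ratio of plus to minus for each of 709 miRNAs in the sh1 line (horizontal axis) and the sh2 line (vertical axis), with miRNAs that rose in red, fell in blue and did not pass in grey, and a dotted line where both are equal. Points lie along the dotted line (Pearson correlation 0.66), with miR-181a-5p, miR-181b-5p and miR-34c-5p high in both lines.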

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

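A log2 change in opposite directions in the 2 shRNA lines marked 11 of the miRNAs named in the report. Each line has 1 library per condition, so the difference between the lines was not tested, and the sh1 value takes the plus library without an shRNA number as sh1. miR-143-3p, a stromal marker and p53-responsive miRNA that passed the test over both lines, was at −0.017 in the sh1 line and 0.60 in the sh2 line. The other 10 did not pass that test. miR-183-3p, the minor strand in the cluster of miR-183, miR-96 and miR-182, was at 0.32 in sh1 and −0.00437 in sh2. miR-30e-5p was at −0.11 and 0.19, and miR-221-5p at −0.082 and 0.16. miR-1226-3p was at 0.021 and −0.28, and miR-1260b at 0.15 and −0.09. Among blood markers, miR-142-5p was at −0.22 and 0.03 and miR-486-5p at 0.11 and −0.02. The abundant miR-29a-3p was at −0.016 and 0.07, and miR-27b-3p at 0.010 and −0.06. miR-381, of the 14q32 cluster, was at 0.049 and −0.04.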

How the results depend on the processing

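The fits with a removed GC trend, vooma weights, identical rows left out, and the block with the GC trend removed were chosen after seeing the data. Pseudocounts of 0.5 and 5 gave 202 and 205 calls, median-ratio scaling 199 (109 up), equal totals 175 (68 up), a minimum mean of 100 gave 141 of 386, the removed GC trend 197, vooma 201, identical rows left out 196 and the block with the GC trend 223. The line as a block gave 216 and, among the 93 named miRNAs, changed no call besides those of miR-4787-5p and miR-429. Quantile normalization gave 103 calls, 48 up and 55 down, of which 96 were among the 202. Without a level filter 5 rose and 0 fell of 1345 (limma, 311 at an unadjusted p under 0.05), and without the mean-variance trend 5 rose and 0 fell of 709 (limma, 219 at an unadjusted p under 0.05). Leaving out each library gave from 7 to 115 calls, 6 to 57 up and 1 to 59 down. In the fits without plus replicate 1 or plus replicate 2, the prior degrees of freedom were 2.83 and 2.80, without the trend 2.23 and without a filter 2.06, against 43.0 in the reported fit. Quantile normalization had 2.54 with 103 calls and a minimum mean of 100 had 7.41 with 141, so the prior alone does not set the count, and the cause of the low counts was not tested. The prior degrees of freedom were infinite under median-ratio scaling, with the line as a block, and with the block and the GC trend removed. They were also infinite without either minus library. Those fits took each miRNA's spread from the mean-variance trend alone, so their calls do not check it against its own spread. In each of the leave-one-out fits the condition left with 1 library was assumed to vary like the other.

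miR-34c-5p kept its call in all 17 alternatives, with a log2 change from 1.64 to 1.87. miR-34a-5p, at 0.76 without the trend, missed the threshold there alone. miR-34a-3p lost its call without the filter (0.67), with equal totals (0.61), after quantile normalization (0.72), without the trend (0.67) and with each library left out (0.50 to 0.83), and the cause was not tested. miR-29a-3p, at 0.03 and not past the test, became a called fall at −0.15 after quantile normalization (limma adjusted p = 0.00376, range 0.00376 to 0.872 over 13 alternatives with all libraries). Under this normalization values are set by rank within a library, and this called fall followed a change of rank with miR-26a-5p. In minus replicates 1 and 2 miR-29a-3p was at 240484 and 235328, above miR-26a-5p at 225886 and 215404. In plus replicates 1 and 2 it was at 237839 and 247692, below miR-26a-5p at 267037 and 285728. With the block and the GC trend removed miR-29a-3p became a called rise at 0.15, and the cause of that rise was not tested. miR-92a-3p and let-7a-5p also became called falls after quantile normalization, and the block with the GC trend removed added calls for 7 named miRNAs. Of 56 named miRNAs with a call, 27 kept it in all 3 other scalings, and 23 lost it under quantile normalization. The sign of the change was kept in all 3 by 55 of the 56. Of 153 calls at a mean of at least 100, 64 were kept in all of the 11 alternatives other than the left-out libraries, no filter and no trend.

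Of 18 lists, 4 passed with camera at its preset correlation, 3 with fry (15 in its test of change in either direction), and 0 with camera at an estimated correlation (0 at an unadjusted p under 0.05). The miR-181, miR-17-92 and stress lists passed in each of 9 other settings of camera at the preset correlation, and the list of miR-183, miR-96 and miR-182 in 5. The Pearson correlation between the lines was 0.84 at a minimum mean of 100, against 0.66. The standard deviation of the log2 ratio between the minus libraries was 0.29 at a pseudocount of 5 and 0.18 at a minimum mean of 100, against 0.34, as low miRNAs weigh less there. Depth limits the low miRNAs, and the simulated 1.5-fold changes were recovered in 57.9% of all and 84.9% of those with a mean of at least 100.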

Other observations

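The tests of library scaling, of the abundant-RNA names, of the miRNA copies and of the miR-548 family without its largest falls were chosen only after the results were seen, and the miR-548 family itself was picked because of its falls. Where copies of a miRNA differ in their minor strand, the copies with different minor strands can be followed separately, and 8 such pairs of strands were tested. miR-181a-3p, the minor strand of the MIR181A1 copy on chromosome 1, rose from 480 to 1775, while miR-181a-2-3p, of the MIR181A2 copy on chromosome 9, went from 88.8 to 102 and did not pass (log2 change 0.22, limma adjusted p = 0.471). miR-16-1-3p fell by 1.11 on the log2 scale while miR-16-2-3p was at −0.12 (difference −0.99, standard error 0.30, adjusted p = 0.00685 over the 8 pairs). The other 6 pairs did not pass the test of the difference, and both let-7a minor strands fell by 0.61. The standard error of each difference treats the 2 strands as independent, although both were measured in the same 4 libraries. The spread of the difference itself between libraries was not used.

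Chosen after their values were seen, several other abundant miRNAs moved. miR-192-5p went from 2881 to 4933 and miR-194-5p from 3415 to 5619 (limma adjusted p = 9.78e-09 and 4.74e-08). miR-335-3p fell from 7420.4 to 3958 (limma adjusted p = 9.33e-11) and kept its call without plus replicate 1 and without plus replicate 2. miR-19a-3p, in the miR-17-92 cluster, fell by 0.75 on the log2 scale, and miR-92a-1-5p, the strand specific to that cluster's copy of miR-92a, fell by 0.40.

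The miR-181a copies gave a hypothesis: the MIR181A1 copy may respond to induction more than the MIR181A2 copy. The log2 change of miR-181a-3p exceeded that of miR-181a-2-3p by 1.67 (standard error 0.24 with the strands treated as independent, adjusted p = 1.08e-07 over the 8 pairs). This difference is the one that prompted the hypothesis, and no independent test of it was made, so it cannot tell for or against. The values do not tell transcription from processing or stability of the strands.

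The rises of miR-34a-5p, miR-34c-5p and the 4 strands of miR-181a and miR-181b were set against 2 technical explanations. Library scaling would have to end at least 1 of the rises, yet under 3 other scalings all 6 kept their calls and the smallest log2 change was 0.67. Over all miRNAs the median log2 change moved only from −0.031 to 0.0097 with median-ratio scaling and to −0.088 with equal totals. Shifts of this size could hardly end these rises, so the test rests mainly on quantile normalization. After a linear trend on hairpin GC content was removed, all 6 also kept their calls and the smallest was 0.76. A response to SAE2 loss, a response to doxycycline and other consequences of induced shRNA expression stay open, since a doxycycline-treated library without an SAE2 shRNA was not analysed here.

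The miR-548 family, picked after its members were seen among the largest falls, had 24 of 42 tested strands down and the other 18 not past, and its hairpins are AU-rich (median GC 34.97%, against 50% for all). The Spearman correlation of log2 ratio with GC had a size of 0.189 between the minus libraries, 0.0462 between the plus libraries and 0.189 between plus and minus, while the slopes per 10 points of GC were −0.049, 0.0058 and 0.070, so library-to-library GC bias may contribute and its share stays open. Removing the GC trend moved the family median from −0.52 to −0.41 and left 19 strands called down, which argues against the GC trend as the whole cause. Without the 6 strands that were among the 12 largest falls, the median of the other 36 was −0.36 after the correction, below the lowest 2.5% (−0.24) of 10000 random sets of like level. The median log2 ratio of the whole family was also 0.17 between the minus libraries and −0.067 between the plus libraries. Random sets of miRNAs do not test for such a shift of the family between libraries of a condition. Many strands share sequence, with 36 distinct rows among the 42, and neither shared read assignment nor a biological change was tested.

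The miRNA names that map to other abundant RNAs included 3 risers, miR-4461, miR-1246 and miR-1248, which raised the question whether fragments of such RNAs were more frequent in the plus libraries. Of the 10 tested names, 40% lay above both minus libraries in both plus libraries (95% exact binomial interval 12.2% to 73.8%), against 29.1% of all 709 miRNAs. Only 18 of the 23 members fixed for this list were matched to the table by name. The list is short and its interval wide, and it does not hold every such name, so neither a general gain of these fragments nor its absence is shown.

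Neighbouring miRNAs and the 2 strands of a hairpin were tested for moving together, as a change in primary transcript or hairpin could give. In 38 groups of miRNAs within 10 kb of each other (118 hairpins), the mean variance of the log2 change within groups was 0.0994, against a median of 0.161 in 10000 shuffles (one-sided permutation p = 0.0076). After the GC trend was removed the variance was 0.0965 against a shuffled median of 0.152 (one-sided permutation p = 0.0095). A GC trend shared by neighbours therefore does not account for the low variance. The permutation p stayed at or below 0.0230 when any 1 of the 38 groups was left out (1000 shuffles each). Across 168 hairpins the changes of the 5p and 3p strands had a Spearman correlation of 0.52 and a Pearson correlation of 0.52 (one-sided permutation p = 1e-05, the smallest that 100000 permutations can give). Hairpins are not independent replicates, and 1 hairpin had strands called in opposite directions. Changes in transcription or in the processing of whole hairpins are candidate explanations that these values do not separate.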
